A study of Nothobranchius furzeri with 6 samples. Its data were reported in "Age‐related dysregulation of the retinal transcriptome in African turquoise killifish" (2024).

How the data were processed

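Single-cell RNA-seq had been carried out on neural retinas of female African turquoise killifish (Nothobranchius furzeri) of the inbred GRZ-AD strain, a vertebrate kept as a model of ageing because of its short life. Fish were 6, 12 or 18 weeks old, and 2 libraries per age were made. Each 6-week-old library held the retinas of 3 fish, and each 12- or 18-week-old library those of 2 fish. The retinal pigment epithelium (RPE) was removed, and the retinas were dissociated with papain before cells were captured in droplets with the 10x Genomics v3 3' chemistry. Each captured transcript carries a random tag, the unique molecular identifier (UMI), so that copies made during amplification are counted once.

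The deposited counts were raw UMI counts per gene and cell, which the authors obtained with CellRanger on a custom transcriptome. That transcriptome combined the GRZ genome assembly, its public annotation and long-read transcripts of killifish telencephalon. The authors kept cells with more than 1000 transcripts, below an upper limit, and the cells in the table held 1001 to 19991 UMIs. They clustered the cells with Monocle3 and named the clusters from marker genes. Their 12 cell types, 18 subtype names and 29 clusters were used as deposited. Whether doublets were removed before deposit was not given in the sources used here. The sum of counts in each cell equalled the total in the authors' cell table. All 37243 cells and 24989 genes were used, of which 1380 genes had no count. Libraries were assigned to ages from the labels, and the library names in the cell table were matched to the labels by age and replicate number. Genes are given by the name and identifier in the authors' gene table. Coordinates and a reference genome were not used here. A name with an ending such as 1OF2 marks 1 of several entries of like sequence, and TRIM25, FKBP5, AQP1A.1, BDNF and PCDH15A each matched more than 1 entry. Reads of such copies could have been shared between entries, so their values are uncertain for a single copy.

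The library was the replicate in every test (2 per age, 6 in all). Counts were summed over all cells of a library, and over the cells of each type with at least 10 cells in every library, which held for 10 types. RPE cells (1 to 13 per library) and red blood cells (0 to 10 per library) had too few cells and were left out of the tests of expression. Sums were scaled with trimmed means of M-values (TMM), genes were filtered with filterByExpr by age, and ages were compared with edgeR's quasi-likelihood test. Age was a factor of 3 levels and all 6 libraries shared 1 estimate of the spread. Benjamini-Hochberg adjustment was made over the genes of each fit, and genes under 5% were called. The text gives log2 fold changes with their SE, and levels as CPM (counts scaled with edgeR to TMM library sizes), as mean ± SD over the 2 libraries of an age. The study used a regression over single cells, which treats cells as replicates, and was not followed in this.

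Shares of cells, UMIs per cell and the specificity index were compared with a two-sided exact permutation test over all 90 assignments of the 6 libraries to the 3 ages, whose smallest possible p is 0.0222. Specificity was measured with tau, which is 0 for a gene at the same level in every cell type and 1 for a gene found in a single type. Every sum of a library and type was thinned to 182962 UMIs, tau was taken over log2(CPM+1) for genes with a mean of at least 50 CPM in at least 1 type, and the median over genes was compared between libraries. The study's named genes were tested as a list with limma's fry, and with camera at its preset correlation of 0.01. The change of glia and immune cells was set against that of neurons with limma on differences within a library. These differences were the mean log2 CPM (prior count 2) of 3 types (Müller glia, oligodendrocytes, immune cells) minus that of 6 neuron types (rods, cones, horizontal, bipolar, amacrine and ganglion cells). For these differences CPM was scaled with TMM.

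Genes were named by a rule fixed before the data were examined. It took in the genes discussed in the study's text, namely a list of up-regulated genes from the study's bulk libraries (among them PDK4, SLC7A11, TGFB3, RLBP1A, NFKB2, APOEB, OPTN, HTRA1B, TRIM25, ARNTL, EGFR, AQP1A.1), BDNF and PCDH15A as down-regulated genes, CDKN1A, CDKN1B, MAPTA, APPA and TARDBP as genes without a bulk call, and FKBP5, KLF9, HSP90AA1.2 and ATP1B3B, which the study picked on the libraries used here. It further took in the 5 largest rises and the 5 largest falls at 18 against 6 weeks in the sum of all cells, and the 1 largest rise and fall in each type, among called genes with a symbol. Such genes had a mean of at least 20 CPM (all cells) or 50 CPM (a type) and no overlap between the 6- and 18-week libraries. Rod transcripts, haemoglobin, 28S rRNA and 7SK were named as background. The study's text ties OPTN to an entry spelled ZC3HDC1L or ZC2HDC1L. The gene table holds ZC3HDC1L and a separate OPTN entry, and both were taken. For SLC7A11 the entry of that name and CU571169.1, which the study's text names, were both taken.

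Alternatives fixed before the data were examined were DESeq2, DESeq2 size factors in edgeR, no low-count filter, a replicate block, a fit of the 4 libraries compared, leaving out each library, leaving out rRNA and 7SK, thinning each cell to 1000 UMIs, and settings of each other measure. Removal of doublets with Scrublet was planned, but its own threshold called 1 of the 37243 cells, so the 6% of cells with the highest score in each library were left out as an alternative chosen after the data were seen. Oligodendrocytes were then too few in 1 library and were not tested. A subtraction of free RNA was planned. Its estimate was chosen after the data were seen as the lowest mean UMIs per cell over the cell types for each gene and library. This would be an upper bound for free RNA spread evenly over cells, apart from chance in small counts. For genes with few counts the estimate may lie too low, and this was not tested. Bipolar cells were also tested without cluster 10. Lists of interferon-induced, sterol synthesis and dissociation-induced genes were written after the named genes had been seen, and are used in the additional observations alone.

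The tests were checked on simulated data, in which counts were drawn for the real genes and 200 genes were changed. For the comparison of 18 with 6 weeks edgeR recovered 84.5% of them in bipolar cells (15444 genes), 72% in Müller glia (12715 genes), 52% in ganglion cells (12168 genes) and 44.5% in oligodendrocytes (6251 genes), with 4.3% to 8.15% of calls false. DESeq2 recovered 72%, 48.5%, 30.5% and 17.5%. The test of glia and immune cells against neurons recovered 41% of changed genes among 17454, with 4.65% of calls false. With no difference simulated, median tau differed by 0.00016 between 18 and 6 weeks over 8335 genes. These libraries were drawn without spread beyond sampling, with an SD of 0.00168 against 0.0104 in the real 6-week-old libraries. The tau check therefore covers depth and not the spread between libraries. Fry passed an unadjusted p of 0.05 in 1 of 20 simulations without a change in bipolar cells (15504 genes), and in 20 of 20 with the list raised by 1 on the log2 scale.

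R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The files and labels name no sequencing batch, so handling and sequencing cannot be told apart from age.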

Results

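Transcripts were counted in single cells of killifish neural retinas at 6, 12 and 18 weeks of age, with 2 libraries per age, to look at the mix of retinal cells and at changes with age in each cell type. The table held 37243 cells, of which 14222 came from 6-week-old, 12898 from 12-week-old and 10123 from 18-week-old fish. The 6-week-old libraries held 6987 cells with 23234575 UMIs (replicate 1) and 7235 cells with 24317894 UMIs (replicate 2). The 12-week-old libraries held 6611 cells with 20249669 UMIs and 6287 cells with 20521922 UMIs. The 18-week-old libraries held 5319 cells with 17610685 UMIs and 4804 cells with 17393089 UMIs. A cell held 3311 ± 2672 UMIs (mean ± SD over cells). In the comparisons, n is the number of libraries, 2 per age.

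Bipolar cells made up the largest of the 12 annotated types, with 18075 cells. There were 3683 rods, 3627 amacrine cells, 3118 Müller glia (the main glia of the retina), 2717 horizontal cells, 2559 cones, 1129 retinal ganglion cells and 1014 differentiating cells. The smallest types were immune cells (873), oligodendrocytes (369), RPE cells (51) and red blood cells (28). Of 61 marker entries written down beforehand, 55 had their highest mean level in the type they mark. The exceptions were PROX1(2OF2) and TFAP2A for horizontal cells, PAX6(2OF2) for amacrine cells, SLC7A2 for Müller glia, and HBAA1 and HBG1 for red blood cells. HBAA1 and HBG1 do not mark red blood cells here, and the leading genes of that cluster were other entries, among them Nfu_g_1_007730 (XLOC_010718, 204640 CPM, named after its value was seen). Cluster 10 held 1591 cells annotated as bipolar cells. Among its 10 leading genes was 1 RPE marker (RPE65A) and no bipolar marker, and bipolar cells are therefore also given without this cluster. The lack of a bipolar marker does not set it apart, as cluster 7 alone of the bipolar clusters had such a marker among its leading genes. The cluster annotated as RPE was led by smooth muscle genes.

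The share of each type among the cells of a library was compared to see whether the mix of retinal cells changed with age. None of the 12 types passed 5% after adjustment at 18 against 6 weeks in the two-sided exact permutation test, while 2 types reached its smallest p. Rods made up 7.79% ± 0.222 (SD, n = 2) of cells at 6 weeks, 9.71% ± 0.805 at 12 weeks and 13.0% ± 2.44 at 18 weeks (exact p 0.0222, adjusted 0.133). Immune cells rose from 1.31% ± 0.0720 through 2.31% ± 0.685 to 3.8% ± 0.663 (exact p 0.0222, adjusted 0.133). The lowest and the highest single library had 1.26% (Wilson 95% interval 1.03 to 1.54, 6-week-old replicate 2) and 4.27% immune cells (3.76 to 4.84, 18-week-old replicate 1). Amacrine cells fell from 11.5% ± 0.840 to 7.42% ± 1.67 (exact p 0.0889, adjusted 0.213). Ganglion cells fell from 3.46% ± 0.513 to 2.17% ± 0.142, and differentiating cells from 3.74% ± 0.803 to 1.85% ± 1.05 (exact p 0.0667 and adjusted 0.2 for both). The other 7 types had an exact p of 0.4 to 1. Bipolar cells made up 48.3% ± 0.624 at 6 weeks and 47.8% ± 5.61 at 18 weeks (exact p 0.911). Without cluster 10 they made up 44.3% ± 0.574 and 43.4% ± 4.76 (exact p 0.822). At 12 against 6 weeks and at 18 against 12 weeks the smallest adjusted p was 0.770 and 0.711. EdgeR on the cell counts in place of the permutation test called 1 type, immune cells, with a log2 fold change of 1.54 (adjusted p 0.00285). Shares of a mix add up to the whole, so that a rise in 1 type lowers the others.

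**Figure D1:**
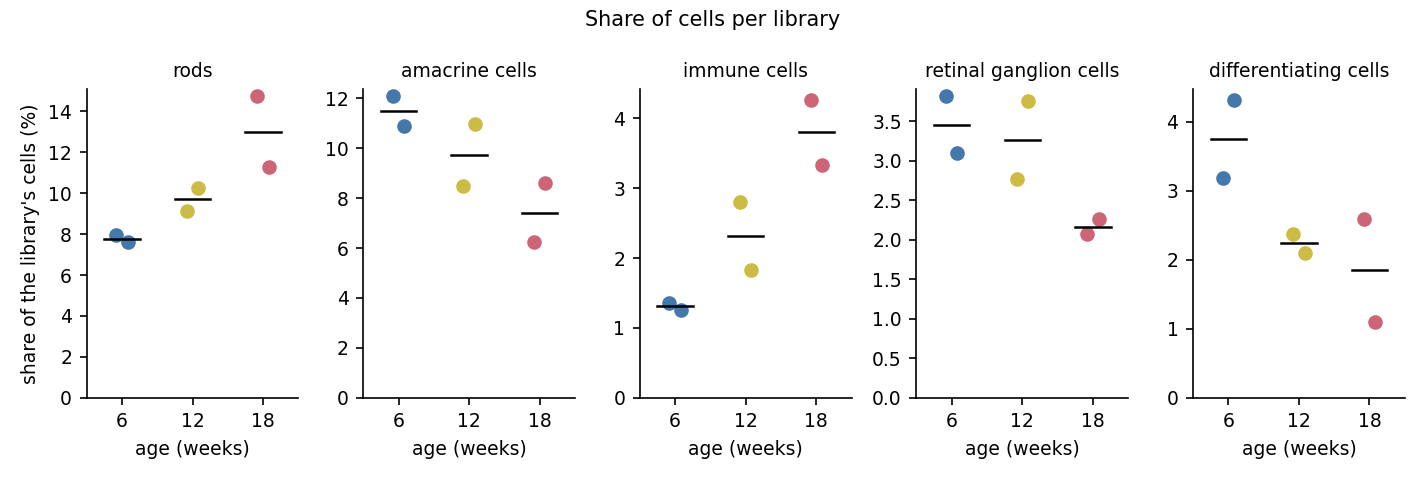
Share of cells (percent) in each of the 6 libraries by age in weeks, for the 5 cell types with the smallest exact p, each on its own axis from 0. Points are libraries and lines are the mean of the 2 libraries of an age, with rods at 7.79% and 13.0% and immune cells at 1.31% and 3.8% at 6 and 18 weeks.

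The depth per cell was compared because it limits every other comparison. Median UMIs per cell were 2285 ± 26.9 (SD, n = 2) at 6 weeks, 2183 ± 142 at 12 weeks and 2412 ± 230 at 18 weeks. The difference of 127 UMIs between 18 and 6 weeks was within the spread between replicates (exact permutation p 0.533). Leaving out an 18-week-old library moved it most, to −36 UMIs without replicate 2 and 290 UMIs without replicate 1.

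Gene expression at 18 against 6 weeks was first compared in the sum of all cells of a library, the nearest counterpart of a bulk sample. Of 18964 genes, edgeR called 362 higher and 326 lower at 18 weeks (688 in all, of which 360 changed by at least 1 on the log2 scale). The alternative that moved this count most was leaving out 6-week-old replicate 2, after which 3 genes were called. There were 19 calls without 6-week-old replicate 1, 214 without 18-week-old replicate 1 and 283 without 18-week-old replicate 2. DESeq2 called 1259 genes.

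Within the 10 cell types tested, which asks where these changes lie, 3128 of 108708 gene and type pairs were called at 18 against 6 weeks (1416 higher, 1712 lower). Sums per library ranged from 182962 to 453335 UMIs in oligodendrocytes and from 4915998 to 7727127 UMIs in bipolar cells. Bipolar cells had 424 genes higher and 560 lower, and 396 higher and 537 lower without cluster 10. Müller glia had 351 higher and 324 lower, horizontal cells 188 and 303, cones 265 and 209, and rods 99 and 171. Differentiating cells had 25 higher and 52 lower, oligodendrocytes 31 and 39, immune cells 17 and 25, ganglion cells 10 and 15, and amacrine cells 6 and 14. The number of calls depends on the depth of a type as well as on its changes, and a difference between types in their number of calls was not tested. The total moved most when the low-count filter was dropped, to 6061 pairs. It was 1041 pairs without 18-week-old replicate 2, 1881 and 1628 without 6-week-old replicates 1 and 2, 1773 without 18-week-old replicate 1 and 4323 without 12-week-old replicate 2.

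**Figure D2:**
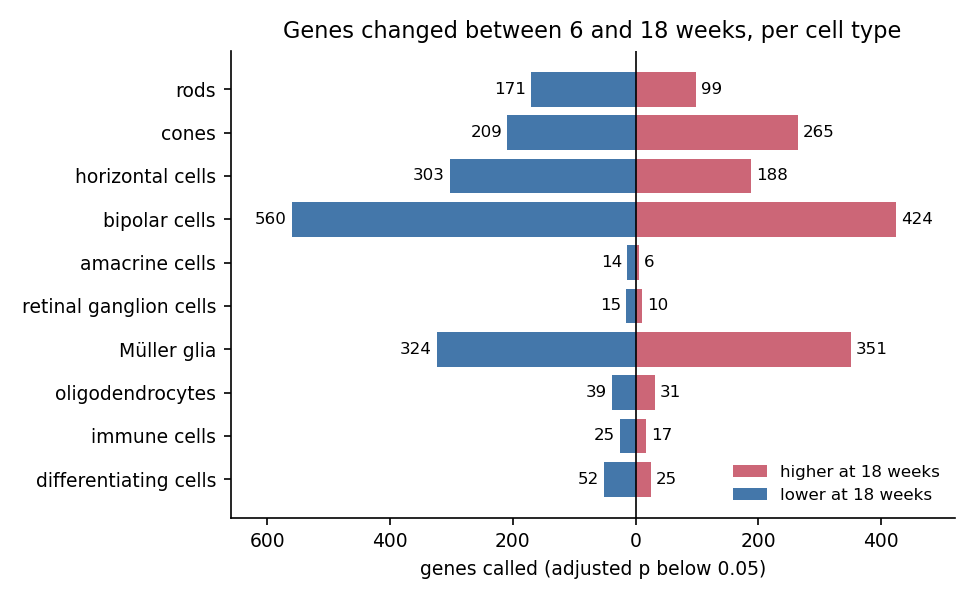
Number of genes called higher and lower at 18 against 6 weeks by edgeR (adjusted p under 0.05) in each cell type. Bars run from 0 to the right for higher and to the left for lower genes, and both together range from 20 genes in amacrine cells to 984 in bipolar cells.

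The intermediate age was compared to see when changes appear. At 12 against 6 weeks edgeR called 0 of 18964 genes in the sum of all cells, with 1076 genes at an unadjusted p under 0.05, while DESeq2 called 67. Calls appeared when a library was left out, with 10 genes without 12-week-old replicate 1 and 6 without either 18-week-old replicate. Over the 10 types 181 pairs were called (85 higher, 96 lower), with 75 in Müller glia, 42 in cones, 26 in bipolar cells, 19 in horizontal cells and 17 in rods. Oligodendrocytes and differentiating cells had 1 call each. EdgeR called 0 genes in amacrine cells (523 at an unadjusted p under 0.05, 5 by DESeq2), 0 in ganglion cells (541, and 0 by DESeq2) and 0 in immune cells (322, and 1 by DESeq2). Without 12-week-old replicate 2 the total was 450 pairs. At 18 against 12 weeks 13 genes were called in the sum of all cells (4 higher, 9 lower) and 626 pairs over the types (251 higher, 375 lower). The 13 became 1 and 2 without 6-week-old replicates 1 and 2, 26 without 12-week-old replicate 1, and 25 and 23 without 18-week-old replicates 1 and 2. The 626 pairs became 416 and 328 without 18-week-old replicates 1 and 2, and 896 without 12-week-old replicate 2 (edgeR throughout).

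Among the genes picked by the rule in the sum of all cells, HELZ2 (XLOC_008486) rose from 11.7 ± 0.586 CPM at 6 weeks to 49.7 ± 9.58 CPM at 18 weeks, a log2 fold change of 2.07 (SE 0.21, edgeR adjusted p 0.0102). ZC3HDC1L (XLOC_004739) rose by 2.03 (adjusted p 0.0131), HSPA1A (XLOC_003379) by 1.98 (0.0384), B2M(1OF2) (XLOC_004709) by 1.95 (0.0430) and LDLRAP1B (XLOC_022328) by 1.72 (0.0384). The largest fall was that of 7SK (XLOC_002152), a non-coding RNA, from 453 ± 43.0 to 41.5 ± 5.54 CPM, with a log2 fold change of −3.47 (SE 0.16, adjusted p 9.6e-04). DBI (XLOC_002820) had −2.24 (0.0325), H1F0 (XLOC_018411) −1.88 (0.00746), 5_8S_rRNA (XLOC_019622) −1.88 (0.00740) and SMPDL3A (XLOC_009822) −1.84 (0.0325). Of these 10 genes 7SK alone stayed under 5% without each library. Without 6-week-old replicate 2 the adjusted p was 0.110 for HELZ2, 0.110 for ZC3HDC1L, 0.218 for HSPA1A, 0.171 for B2M(1OF2), 0.206 for LDLRAP1B, 0.161 for DBI, 0.0660 for H1F0, 0.0614 for 5_8S_rRNA and 0.184 for SMPDL3A. Without 6-week-old replicate 1 it was 0.119 for HELZ2, 0.121 for ZC3HDC1L, 0.179 for HSPA1A, 0.216 for B2M(1OF2), 0.197 for LDLRAP1B, 0.163 for DBI and 0.137 for SMPDL3A. Without 18-week-old replicate 1 it was 0.0727 for HSPA1A, 0.0946 for B2M(1OF2) and 0.0696 for LDLRAP1B. All 10 kept their direction. The fall of 7SK and 5_8S_rRNA went with that of other rRNA, and HSPA1A is a heat shock gene.

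In the single types, changes were ranked among genes that met the conditions of the rule, which include a mean of at least 50 CPM. The largest such rise in Müller glia was that of ZNFX1 (XLOC_015973), from 13.3 ± 0.251 to 205 ± 54.3 CPM (log2 fold change 3.93, SE 0.24, edgeR adjusted p 1.2e-07). The largest such fall was that of SQLE (XLOC_010251), from 136 ± 37.9 to 6.85 ± 1.81 CPM (−4.27, SE 0.27, 1.46e-07). Without these conditions some genes rose more in Müller glia, such as RSAD2 (XLOC_022225, 7.50, adjusted p 3.55e-07). BDKRB2(2OF3) (XLOC_022646) rose in oligodendrocytes from 3.75 ± 1.84 to 141 ± 29.6 CPM (5.10, SE 0.46, 1.95e-05). CDC42EP4A (XLOC_002036) rose in rods (1.95, adjusted p 2.93e-04), CCND2A (XLOC_019948) in cones (1.85, 1.29e-06), and SFTPB(1OF2) (XLOC_006192) in immune cells (3.56, 0.00663). HSPA1A rose in horizontal cells (1.86, 0.00503) and in bipolar cells (2.09, 0.00196), and without 18-week-old replicate 1 its rise in horizontal cells was 0.87. In ganglion cells CNST(2OF2) (XLOC_009317) rose by 1.37 (adjusted p 0.0262), with an adjusted p of 0.171 and 0.421 without 6-week-old replicates 1 and 2 and 0.140 without 18-week-old replicate 2. In differentiating cells APOEB (XLOC_011195), a marker of immune cells whose RNA is not excluded as its source here, rose by 2.47 (0.0447), and by 0.45 (adjusted p 0.832) without 18-week-old replicate 1 and 1.93 (0.228) without 6-week-old replicate 1. No rise in amacrine cells met the conditions of the rule. 7SK was the largest fall in the other 7 types, with −3.81 in rods, −3.54 in cones, −3.85 in horizontal, −3.72 in bipolar, −3.63 in amacrine, −3.50 in ganglion and −2.32 in immune cells. An entry named HIST1H2BD(2OF2) had the largest fall in oligodendrocytes (XLOC_007376, −3.19, adjusted p 0.00215, and −4.78 without 18-week-old replicate 1), and another of the same name in differentiating cells (XLOC_013973, −3.94, 4.13e-05).

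The genes that the study named from its bulk libraries were looked up in each type, to see which cells change. Of 106 pairs of an up-regulated gene and a type, 22 were called higher and 3 lower over all genes tested, and 29 higher and 4 lower when adjusted over the list alone. Of 22 pairs of a down-regulated gene and a type, 0 were higher and 1 lower over all genes, and 0 and 2 adjusted over the list alone. The genes without a call in the bulk libraries gave 4 pairs higher and 0 lower of 68 over all genes, and 8 and 0 adjusted over the list alone. TRIM25 (XLOC_003053) rose in Müller glia from 10.8 ± 1.31 to 46.3 ± 4.12 CPM (log2 fold change 2.08, SE 0.23, edgeR adjusted p 4.82e-05), and ZC3HDC1L from 49.5 ± 1.2 to 122 ± 22.6 CPM (1.30, SE 0.18, 3.14e-04). With cells thinned to 1000 UMIs the rise of ZC3HDC1L was 0.93 and was not called (adjusted p 0.109). EGFRA (XLOC_014672) rose in cones (1.24, adjusted p 1.19e-04) and fell in rods (−1.25, 0.0154). Its adjusted p in rods was 0.0978 without 6-week-old replicate 1 and 0.204 and 0.0733 without 18-week-old replicates 1 and 2. APPA (XLOC_012476) rose in Müller glia by 0.72 (0.00722; 0.0564 and 0.0760 without 18-week-old replicates 1 and 2). CDKN1BA (XLOC_004824) rose in bipolar cells by 0.81 (0.00498), with 0.0641 without 6-week-old replicate 1 and 0.0604 without 18-week-old replicate 2. CDKN1A (XLOC_016164) rose in rods by 1.45 (0.0265), and its adjusted p was 0.0746 and 0.0692 without 6-week-old replicates 1 and 2, and 0.0926 and 0.100 without 18-week-old replicates 1 and 2. BDNF (XLOC_013115) had −0.95 in bipolar cells (0.0179), at 12.6 ± 1.40 and 6.82 ± 0.444 CPM, and its adjusted p was 0.122 and 0.0630 without 6-week-old replicates 1 and 2, and 0.0626 and 0.101 without 18-week-old replicates 1 and 2.

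AQP1A.1 (XLOC_015295) is a marker of Müller glia, where it rose from 4959 ± 408 CPM at 6 weeks through 6151 ± 185 to 7324 ± 151 CPM at 18 weeks (log2 fold change 0.56, SE 0.14, edgeR adjusted p 0.0265). The log2 fold change was 0.54 and 0.59 without 18-week-old replicates 1 and 2. These sizes do not show that the call held there. The rise of AQP1A.1 was not called with the replicate block (0.57, adjusted p 0.0510), with the 4 libraries compared (0.56, 0.0718) or with cells thinned to 1000 UMIs (0.56, 0.160). In single libraries its level in Müller glia was 125 to 220 times that of the other types pooled, and 75.2 to 90.6 times that of the next of the 10 types tested. In horizontal cells, at a level of 23.2 ± 5.79 and 10.9 ± 3.25 CPM below that of every other neuron type, so that RNA from Müller glia is not excluded as its source, AQP1A.1 had −1.15 (adjusted p 0.0309), with 0.22 without 6-week-old replicate 2 and 0.211 and 0.0922 without 18-week-old replicates 1 and 2. HTRA1B (XLOC_018128) rose in the sum of all cells from 268 ± 5.66 to 617 ± 138 CPM (1.17, 0.0227), with 0.160 and 0.166 without 6-week-old replicates 1 and 2. RLBP1A (XLOC_009329), from 1025 ± 335 to 1196 ± 139 CPM, had 0.20 (SE 0.26, 0.674), and −0.13 without 6-week-old replicate 1. APOEB, whose mean level in immune cells was 19939 CPM, rose in the sum of all cells from 301 ± 31.2 to 906 ± 243 CPM (1.57, 0.0456) and in bipolar cells from 12.7 ± 2.41 to 39.3 ± 23.3 CPM (1.53, 0.0253). At 18 weeks its level in the other 5 neuron types was 8.89 to 73.4 CPM, a range that holds the level in bipolar cells, so that RNA from immune cells is not excluded as its source and the rise is not read as expression by bipolar cells. In Müller glia APOEB went from 309 ± 4.82 to 168 ± 73.6 CPM (−0.87, 0.0314). Without 6-week-old replicates 1 and 2 and 18-week-old replicate 1 the adjusted p in the sum of all cells was 0.230, 0.206 and 0.113, and in bipolar cells 0.156, 0.0904 and 0.126, with a log2 fold change of 0.77 in the last. In Müller glia it was 0.0912 and 0.126 without 6-week-old replicates 1 and 2, and 0.335 without 18-week-old replicate 2, where the log2 fold change was −0.49, while it was −1.41 without 18-week-old replicate 1.

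The genes that the study chose on these libraries gave 11 pairs higher and 2 lower of 43 over all genes, and 23 and 3 adjusted over the list alone, which is not independent evidence. FKBP5 (XLOC_015884) rose in Müller glia from 267 ± 34.9 to 596 ± 18.1 CPM (log2 fold change 1.17, SE 0.16, edgeR adjusted p 3.86e-04) and in oligodendrocytes from 351 ± 42.6 to 868 ± 117 CPM (1.24, SE 0.20, 0.00502). In oligodendrocytes FKBP5 rose by 1.14 without 18-week-old replicate 2, a size that does not show that the call held. With cells thinned to 1000 UMIs FKBP5 rose by 0.93 and was not called (adjusted p 0.114). In immune cells it went from 245 ± 95 to 489 ± 42.1 CPM, which did not pass 5% (1.08, SE 0.30, 0.183). KLF9 (XLOC_023754) rose in Müller glia from 216 ± 38.1 to 502 ± 50.6 CPM (1.23, SE 0.27, 0.0144). Its adjusted p was 0.0587 and 0.122 without 6-week-old replicates 1 and 2, and 0.0669 without 18-week-old replicate 2, and DESeq2 gave 0.261. HSP90AA1.2 (XLOC_009270) had 0.51 in Müller glia (SE 0.19, 0.136; 0.0122 without the low-count filter, and a log2 fold change of 0.29 without 18-week-old replicate 1). ATP1B3B (XLOC_012006) fell in ganglion cells from 281 ± 2.48 to 126 ± 3.96 CPM (−1.24, SE 0.19, 0.0169). The log2 fold change was −1.26 and −1.24 without 6-week-old replicates 1 and 2, and −1.26 without 18-week-old replicate 2. These are sizes alone and do not show that the call held without a library. The log2 fold change was −0.79 with cells thinned to 1000 UMIs (adjusted p 0.662) and −1.20 without high doublet scores (0.0965). The call was lost in both of these settings.

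**Figure D3:**
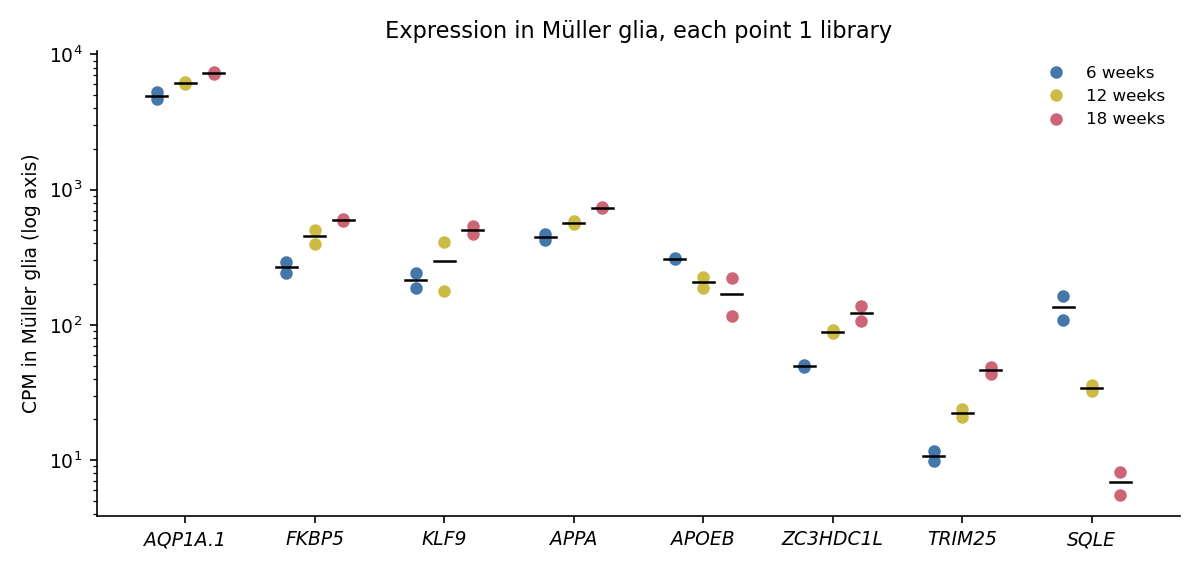
Level (CPM, log axis) of 8 genes in Müller glia of each library by age in weeks. Points are libraries and black bars are the mean of 2 libraries, with AQP1A.1 at 4959 and 7324 CPM and SQLE at 136 and 6.85 CPM at 6 and 18 weeks.

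Specificity of expression was compared to see whether cell types become less distinct with age. Median tau over 8339 genes and 10 types was 0.396 ± 0.0104 (SD, n = 2) at 6 weeks, 0.403 ± 0.00283 at 12 weeks and 0.405 ± 0.000945 at 18 weeks. The difference of 0.00818 between 18 and 6 weeks was within the spread between the 6-week-old libraries (two-sided exact permutation p 0.2). It moved most for genes of at least 200 CPM, to 0.0187 (exact permutation p 0.111), and was 0.000832 and 0.0155 without 6-week-old replicates 1 and 2.

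The up-regulated genes from the bulk libraries were also tested as a list in each type. Median log2 fold changes ranged from −0.08 to 0.88 over the 10 types and were above 0 in 9. Limma's fry put 0 types under 5% after adjustment over the types, with 4 types at an unadjusted p under 0.05. The smallest was that of Müller glia, where 13 of 16 genes rose with a median of 0.37 (p 0.00503, adjusted 0.0503). Camera moved this most and called 7 types (cones, horizontal, amacrine and ganglion cells, Müller glia, oligodendrocytes and differentiating cells), of which none held under fry. In bipolar cells the median was −0.08, while the mean was 0.32 and fry's direction was up. Fry called 1 type, Müller glia, without 6-week-old replicate 2 (adjusted p 0.0478). The down-regulated genes passed 5% in no type by fry either, with a smallest adjusted p of 0.336 and an unadjusted p of 0.0487 in bipolar cells.

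The change in glia and immune cells was set against that in neurons because the study linked its up-regulated genes to glia and immune cells. Limma called 34 of 17454 genes, 27 with a change more positive in glia and immune cells and 7 with a change more positive in neurons. Setting Müller glia alone against neurons gave 195 genes, while a prior count of 0.5 gave 0 by limma, with 1477 at an unadjusted p under 0.05. There were 57 genes without 6-week-old replicate 1, 19 and 18 without 12-week-old replicates 1 and 2, and 88 and 10 without 18-week-old replicates 1 and 2. Of the study's named genes 4 passed 5% adjusted over the list alone and none over all genes, while without 6-week-old replicate 2 APOEB passed over all genes (3.69e-07). They were ZC3HDC1L (difference −1.17, adjusted over the list alone 0.00998), APOEB (−1.57, 0.0132), PDK4 (1.01, 0.0255) and KLF9 (0.57, 0.0459). Without 6-week-old replicate 1 the difference of APOEB was −0.51 and without replicate 2 it was −2.61, and that of ZC3HDC1L was −0.76 without 18-week-old replicate 1. FDPS (XLOC_011281, −1.49, SE 0.21, adjusted p 0.00353 over all genes) and 7SK (0.98, 0.0148) were named after their values were seen.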

Values the study reported

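For these libraries the study gave 37,243 cells, with 3311 ± 2672 transcripts per cell on average. For aqp1a.1 it gave rises from 6 to 18 weeks of 1.24-fold in amacrine cells, 1.69-fold in Müller glia and 2.11-fold in retinal ganglion cells, and a level more than 100-fold higher in Müller glia than in other cell types. Its regression over single cells gave log2 fold changes between 6 and 18 weeks for fkbp5 of 1.257 in Müller glia, 1.083 in immune cells and 1.160 in oligodendrocytes. In Müller glia it gave 1.249 for klf9 and 0.497 for hsp90aa1.2, and in retinal ganglion cells −1.008 for atp1b3b.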

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

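The interferon and sterol lists, the tests of them, the test of cells of 2 kinds in the cluster annotated as RPE and the estimate of free RNA were chosen only after the named genes or the clusters had been seen, while the comparison of glia and immune cells with neurons was planned.

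The change from 6 to 18 weeks differed between glia with immune cells and neurons in 34 genes by limma's test of the difference itself. RNA set free from broken cells and caught with every cell would give all types a like background, and could blur or shift such a difference. With free RNA subtracted, 100% of the 34 genes kept the sign of their difference and at least 50% of its size. In that setting 1 gene alone still passed 5%. The estimate is the lowest level over the types, so little is subtracted from a gene that a type nearly lacks. Some differences hardly moved, such as those of CABZ01045230.1 (1.97 before, 1.98 after) and BDKRB2(2OF3) (1.31 and 1.31). Where little was subtracted, the result was fixed in advance and does not bear on free RNA. For genes from which more was subtracted, it argues against free RNA as the whole source at the estimated level. The count was 0 with a prior count of 0.5, so that the number of such genes rests on how low counts are handled. Handling and sequencing of the libraries, which the labels do not describe, and age itself were not tested and stay open.

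In Müller glia 20 interferon-induced genes, a list that holds none of HELZ2, ZNFX1 and B2M, were tested at 18 against 6 weeks. Of these, 19 rose, with a median log2 fold change of 1.18 and a mean of 2.39, and 13 were called by edgeR (fry adjusted p over 10 types and 3 lists 0.0244). The change in Müller glia exceeded that in neurons by a median of 1.03, in the same direction in 16 of 20 genes (fry adjusted p 0.0158). Fry also put the list under 5% in rods (0.0153), bipolar cells (0.0153), ganglion cells (0.0244) and differentiating cells (0.0310). Fewer of its genes were tested there, namely 6 in rods, 14 in bipolar, 9 in ganglion and 5 in differentiating cells. EdgeR called 2 of them in bipolar cells and 0 in each of the other 3 types. In Müller glia the median was 1.14 and 1.22 in the 18-week-old libraries taken singly. Over the alternatives the median in Müller glia ranged from 1.12 to 1.62, with 5 to 13 genes called where free RNA was not subtracted. RNA from immune cells, or immune cells caught together with Müller glia, could bring such transcripts. They would leave the level in Müller glia below that in immune cells, but 15 of 20 genes were higher in Müller glia at 18 weeks, by a median log2 ratio of 0.835 (0.680 and 1.04 in the single libraries). With free RNA subtracted the median rise was 1.12, with 2 genes called. This argues against free RNA at the estimated level alone, as the estimate may lie too low for genes with few counts. A wider rise of interferon-induced genes with age is a hypothesis, and an infection, or a difference in housing or handling between the 18-week-old fish and the others, was not tested and stays open beside age, because the labels give no such detail.

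Sterol synthesis genes other than SQLE and FDPS fell in Müller glia, in 21 of 23 genes with a median log2 fold change of −1.84, and all 21 were called (fry adjusted p 0.0120). The change in Müller glia lay below that in neurons by a median difference of −1.44, in that direction in 21 of 23 genes (fry adjusted p 0.00254). Fry also put the list under 5% in rods (0.0296) and differentiating cells (0.0120), where 18 and 14 of its genes were tested and 4 and 1 called. At 12 against 6 weeks the median in Müller glia was −0.97 with 9 genes called, where the interferon list had 0.51 and edgeR called 0 genes, with 0 by DESeq2. Without 12-week-old replicate 1 the interferon median there was 0.15, and without 12-week-old replicate 2 edgeR called 2 of its genes. The 9 sterol calls became 4 without 6-week-old replicate 1, 6 without 12-week-old replicate 1 and 4 without 12-week-old replicate 2, and 17 without the low-count filter and 3 with thinned cells. The interferon list had 2 calls without the filter and 1 without high doublet scores. In single 18-week-old libraries the median of the sterol list was −1.56 and −1.86. With free RNA subtracted it was −2.12, with 9 genes called, so that free RNA at the estimated level is an unlikely source of the fall. Age, feeding and handling stay open and were not tested.

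Data outside the comparisons held a further signal, as the 51 cells annotated as RPE were in none of the tests of expression. In 24 of them smooth muscle genes lay above the 99th percentile of other cells, in 5 RPE markers did, in 0 both did, and in 22 neither. Cells of 2 kinds placed in 1 cluster could leave 0 cells with both sets, but with 5 cells above the limit for RPE markers few cells could have held both in any case, and cells of 2 kinds and a single kind cannot be told apart by this count. The levels are those of 25 smooth muscle entries and 4 RPE entries, and ACTC1A, ACTA2, TAGLN and TPM2 were among the leading genes of the cluster. Smooth muscle or pericytes of retinal vessels are a hypothesis for the cells with smooth muscle genes. With 1 to 13 cells per library no change with age was tested.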

How the results depend on the processing

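The removal of cells with high doublet scores, the subtraction of free RNA by the lowest level over cell types, the count for bipolar cells without cluster 10 and the interferon and sterol lists were chosen after the data were seen, and the other alternatives before.

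In the sum of all cells the 688 calls at 18 against 6 weeks became 1259 with DESeq2, 365 with cells thinned to 1000 UMIs and 391 without high doublet scores, and 3 (without 6-week-old replicate 2) to 804 (without 12-week-old replicate 1) with a library left out. At 12 against 6 weeks the count of 0 became 67 with DESeq2, 4 with the replicate block, 6 with the 4 libraries compared and 2 with thinned cells, and 0 to 10 with a library left out. At 18 against 12 weeks the 13 calls became 248 with DESeq2, 22 without the low-count filter, 33 with the block, 2 with the 4 libraries compared, 7 without rRNA and 7SK and 23 with thinned cells, and 1 to 26 with a library left out. Fewer libraries and UMIs lower the power of a test by construction, and for the other changes in the counts the cause was not tested.

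Summed over the cell types, the 3128 pairs at 18 against 6 weeks became 1741 with DESeq2, 6061 without the filter and 1182 with thinned cells, and 1041 (without 18-week-old replicate 2) to 4323 (without 12-week-old replicate 2) with a library left out. The 181 pairs at 12 against 6 weeks became 1032 without the filter, 342 with the block and 67 with thinned cells, and 167 to 450 (without 12-week-old replicate 2) with a library left out. The 626 pairs at 18 against 12 weeks became 2238 without the filter and 289 with thinned cells, and 328 to 896 with a library left out. Why the counts rose without the filter was not tested. Leaving out a 12-week-old library also changed which genes passed the filter, with 115686 and 116503 pairs tested at 18 against 6 weeks without replicates 1 and 2 against 108708 with all libraries; the cause of the higher counts was not tested.

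By cell type, at 18 against 6 weeks, DESeq2 gave 174 genes in rods, 226 in cones, 225 in horizontal, 510 in bipolar, 74 in amacrine and 40 in ganglion cells, 365 in Müller glia and 43 in oligodendrocytes. Without the filter there were 542 in rods, 735 in cones, 838 in horizontal, 1841 in bipolar, 146 in amacrine and 231 in ganglion cells, 1121 in Müller glia, 216 in oligodendrocytes, 197 in immune and 194 in differentiating cells. Thinned cells gave 49 in rods, 82 in cones, 107 in horizontal, 10 in amacrine and 3 in ganglion cells, 181 in Müller glia, 19 in oligodendrocytes, 27 in immune and 32 in differentiating cells, in each of these types fewer than with all UMIs, so that depth limits the number of calls. The 4 libraries compared gave 471 in rods and 726 in cones, the block gave 33 in amacrine cells, and removal of high doublet scores gave 11 in ganglion and 82 in immune cells. The cause was not tested. With a library left out the counts ran from 75 (without 18-week-old replicate 2) to 544 (without 12-week-old replicate 2) in rods, 190 to 839 in cones, 79 to 799 in horizontal cells (the same libraries in each), 214 (without 6-week-old replicate 2) to 1087 (without 12-week-old replicate 2) in bipolar cells, 11 (without 6-week-old replicate 2) to 45 (without 18-week-old replicate 1) in amacrine cells, 5 to 56 in ganglion cells (the same), 296 (without 18-week-old replicate 2) to 727 (without 12-week-old replicate 1) in Müller glia, 16 (without 18-week-old replicate 2) to 149 (without 12-week-old replicate 2) in oligodendrocytes, 26 (without 18-week-old replicate 1) to 55 (without 6-week-old replicate 2) in immune cells and 45 (without 6-week-old replicate 2) to 124 (without 12-week-old replicate 1) in differentiating cells. Without cluster 10 bipolar cells shared 884 calls with the 984 of all bipolar cells.

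Scaling with DESeq2 size factors moved the share of calls that were higher by −4.14 points in the sum of all cells, and leaving out rRNA and 7SK moved it by 5.29 points in amacrine cells, the largest shift over both settings. Of 47 called pairs of a named gene and a type (the sum of all cells included), 21 stayed called under every alternative run and 26 were lost under at least 1. DESeq2 lost 6, namely KLF9 in Müller glia (adjusted p 0.261), CDKN1A in rods (0.327), BDNF (0.0963) and APOEB (0.188) in bipolar cells, APOEB in differentiating cells (1.00) and AQP1A.1 in horizontal cells, where DESeq2 gave no adjusted p. The replicate block lost 3, the 4 libraries compared 2, thinned cells 10 of 43 tested, and removal of high doublet scores 7 of 44. Leaving out 6-week-old replicate 1 or 2 lost 19 each, and 18-week-old replicate 1 or 2 lost 12 each. DESeq2 size factors, no filter, leaving out rRNA and 7SK (38 pairs) and leaving out either 12-week-old library lost 0. All called pairs kept their sign. The uncalled value of RLBP1A in the sum of all cells reversed to −0.13 without 6-week-old replicate 1 (0.60 without 6-week-old replicate 2), FKBP5 in immune cells passed 5% without the filter, with thinned cells and without high doublet scores, and HSP90AA1.2 in Müller glia passed without the filter (0.0122); the cause was not tested.

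No cell type passed 5% by share in the permutation test, and edgeR on cell counts called 1 type, or 2 with the replicate block. Immune cells had a log2 fold change of 1.54 and, with the block, 1.52, and differentiating cells −1.07 with the block (adjusted p 0.0489). The permutation test has a smallest p of 0.0222, which cannot pass 5% after adjustment over 12 types unless several types reach it. With a library left out the difference was 3.50 to 6.95 points in rods, 2.02 to 2.96 in immune cells, −5.24 to −2.89 in amacrine cells, −1.65 to −0.928 in ganglion cells and −2.64 to −1.15 in differentiating cells. Among cells with at least 2000 UMIs rods (3.8 points, exact p 0.111) and immune cells (2.10, 0.0889) no longer reached the smallest p, while amacrine cells (−5.32) and ganglion cells (−2.08) did (exact p 0.0222, adjusted 0.133), so that which types stand out depends on the depth of the cells counted. The difference in median UMIs per cell kept its sign with the mean (122) and with medians per type (68.3), and with a library left out it ran from −36 (without 18-week-old replicate 2), reversed, to 290 (without 18-week-old replicate 1).

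Tau differed by 0.0109 without thinning, 0.0187 for genes of at least 200 CPM, 0.00632 with log2(CPM+10), and 0.010 without high doublet scores, none of which passed 5% by exact permutation, and by 0.000832 to 0.0155 with a library left out, where no test was run. For the named up-regulated genes camera called 7 types, fry with DESeq2 size factors 1 (Müller glia, adjusted p 0.0349), and fry with a library left out 0 to 1, while the smallest adjusted p by fry ranged from 0.0349 to 0.433 over the alternatives. The 34 genes that differed between glia with immune cells and neurons became 0 with a prior count of 0.5 (limma, 1477 at an unadjusted p under 0.05), 179 with the block (where ZC3HDC1L and APOEB passed 5% over all genes, at 0.0279 and 0.0179), 195 with Müller glia alone and 1 with free RNA subtracted, and 10 (without 18-week-old replicate 2) to 88 (without 18-week-old replicate 1) with a library left out. Müller glia alone is another contrast by construction, and for the other settings the cause was not tested.

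The replicate number pairs no samples as far as the labels say. Over 18964 genes, which are not independent replicates, the deviation of replicate 1 from its age's mean correlated by −0.194 between 6 and 12 weeks, −0.222 between 6 and 18 weeks and 0.384 between 12 and 18 weeks. The planned doublet calls of Scrublet gave 1 cell and were not used.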

Other observations

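The test of free RNA on rod transcripts in immune cells was chosen after its result was seen, and the removal of high doublet scores, the free RNA estimate and the dissociation list after the data were seen.

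The UMIs of 28S rRNA, small subunit rRNA and 7SK fell at 18 weeks. Together they held 64.7 and 66.7 UMIs per cell in the 6-week-old, 72.6 and 66.1 in the 12-week-old and 22.1 and 18.2 in the 18-week-old libraries. Scaling to the library total could create a fall on that scale, but unscaled UMIs per cell fell as well, with a log2 ratio of −1.71. Free RNA that held less of them at 18 weeks could lower every type alike. With free RNA subtracted the median over 10 types was still −1.49 (SD 0.919, all 10 below 0), against −1.84 before, which argues against free RNA as the whole cause. These RNAs lack a poly(A) tail as a rule, and a difference in the preparation of the 18-week-old libraries cannot be told apart from age.

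A changed mix of cell types could alone move genes in the sum of all cells. The mix gave at least 50% of the change in 151 of 688 called genes (21.9%), so that it is an unlikely cause of most of the calls but may account for those. Among genes higher at 18 weeks the share was 29%, and among lower genes 14.1%.

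Immune cells held more rod UMIs per cell than any of the other 8 non-rod types tested in 3 of 6 libraries. Free RNA would spread them evenly, but the 5% of immune cells with the most rod UMIs held 75.2%, 64.8% and 63.3% of them in these libraries, against at most 46.6% in another type. Without high doublet scores the mean level in immune cells over all 6 libraries fell from 4878 to 3531 CPM, below the next type at 3869 CPM. In each of the 3 libraries with the excess it stayed above the next type, at 4249 against 4202 CPM (6-week-old replicate 1), 4766 against 3604 CPM (12-week-old replicate 2) and 5012 against 3892 CPM (18-week-old replicate 1). In 18-week-old replicate 2, where the excess was seen in CPM (3484 against 3221) and not in UMIs per cell, it was lost (2664 against 2970). Doublets that the score missed and immune cells that took up debris of rods cannot be told apart on these values.

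The 305 cells called Vip neurons are annotated as bipolar cells. If they were amacrine cells, they should be closer to amacrine than to bipolar cells in markers. They were lower than bipolar cells by a mean log2 ratio of −1.36 in bipolar markers and lower than amacrine cells by −4.61 in amacrine markers, and the difference of −3.24 is not the one that misplaced amacrine cells could give.

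HSPA1A rose in several types, and a stronger response to dissociation in the 18-week-old libraries is a candidate cause. A list of 40 other heat shock and immediate early genes passed an adjusted p of 0.05 (fry) in 0 of 10 cell types, with medians of −0.36 to 0.24 and adjusted p of 0.104 to 0.957. Cones and Müller glia had an unadjusted p under 0.05, in opposite directions, and camera called cones upward (4.4e-05) and ganglion cells (0.00486) and rods (0.0308) downward. The list is mixed in direction and the labels do not say how the dissociations were grouped, so a response to dissociation and age cannot be told apart for HSPA1A.

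The study's up-regulated list had a median above 0 in 9 of 10 types, which free RNA from the type with the highest level could produce. With free RNA subtracted the median of the types' medians was 0.27 (SD 0.373), above 0 in 7 types. The spread is larger than the value, so the part of free RNA cannot be told apart from a rise in each type. Tau had a difference of 0.00131 between 18 and 6 weeks with free RNA subtracted (exact permutation p 0.778), against 0.00818 before. Both lie within the spread between libraries, so whether a difference in free RNA may lie behind the first cannot be told apart from chance.

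AQP1A.1 in amacrine cells was 24.4 ± 5.36 CPM at 6 weeks and 58.6 ± 22.3 CPM at 18 weeks, a ratio of 2.40 between means. This is a larger rise than the study gave for amacrine cells. EdgeR did not call it (adjusted p 0.460), and both levels lie within the 10.9 to 70.0 CPM of the other compared types but Müller glia at 6 or 18 weeks, so that background from Müller glia is not excluded. In Müller glia and ganglion cells the ratios of 1.48 and 2.03 were below the study's by less than 1.5 times.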
